A study of Homo sapiens with 2 samples. Its data were reported in "LncRNA GLCC1 promotes colorectal carcinogenesis and glucose metabolism by stabilizing c-Myc" (2019).

How the data were processed

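c-Myc was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in DLD-1 cells, an established human colorectal cancer line. There were 2 libraries, 1 from cells given a control siRNA and 1 from cells given an siRNA against GLCC1, a long noncoding RNA. Groups were taken from the sample labels. By the study's methods, each library was made from ChIP DNA pooled from 3 separate preparations, so each condition had 1 library and no replicates, and no test between conditions was made.

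Upstream, the authors aligned the reads to hg19 with Bowtie and called peaks in each library with MACS (version 1.4 by their reporting summary) at default settings. Whether an input or IgG library served as background is not stated in the methods. The files hold the position of each peak, a name and 1 score per peak. The deposited score is the peak score of MACS, which that version writes as −10 log10 of the p-value of the peak, and its minimum of 50 in the control list is the default p-value limit of MACS. The score depends on the read depth of the library and was not scaled between libraries, so it was used here only to describe, rank or filter peaks within 1 list. The read totals that the authors state for the libraries in their reporting summary were not used here, and reads were not analysed here. The level of GLCC1 was also not analysed here, since peak lists hold no expression values, so the knockdown was not checked in these libraries.

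Peak positions were placed on the GRCh37 (hg19) genome with GENCODE version 44 lifted to that build, which gave 64449 genes, 20163 of them protein-coding, and 118979 basic transcripts. The genome sequence in use marked no repeats, so overlap with repeats was not analysed here. Positions are given from 1. A peak of 1 library counted as overlapping when it shared at least 1 bp with a peak of the other. The count was checked with bedtools 2.31.1, which gave the same count of 9 control peaks. Shares are given with exact (Clopper-Pearson) 95% confidence intervals, which cover counting error over peaks only and say nothing of the spread between experiments.

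As a background, the peaks were placed 1000 times at random on their own chromosomes outside assembly gaps, keeping their widths, and each measure was taken again. Each peak midpoint was put in the first class that applied: within 1 kb of a transcription start site (TSS), in an exon, in an intron, or elsewhere. The motif CACGTG (the canonical E-box of c-Myc) was searched in the reference sequence under each peak. The exonic share was the share of peak bases inside protein-coding genes that lay in exons, with a 95% interval from 1000 bootstrap draws over peaks, and its background was the same peaks moved 1000 times within the same genes. For exonic peaks more than 1 kb from any TSS, the position along the spliced canonical transcript was taken for transcripts with at least 2 exons, beside random exonic positions in the same transcripts. GC-matched backgrounds used 100 sets of random positions within 2 percentage points of the GC content of each peak. A gene counted as near a peak when a TSS of it lay within 20 kb of the peak midpoint.

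The genes and peaks named were fixed before the data were examined: the 5 peaks with the highest score in each library, LDHA, EIF4G2 and MYC whatever their values, and the 5 protein-coding genes whose bodies held the most control peaks, ties being broken by summed score. There were 8 gene lists, also fixed before the data were examined: hepatocyte, colon epithelium, pancreatic islet, pancreatic acinus, macrophage, skeletal muscle, brain and canonical c-Myc targets. The lists and the exonic share were chosen after reading the table of genes in the study's supplement. Each list was set beside 10000 random lists of protein-coding genes of the same size, matched on gene length in 20 classes. For 1 gene of the skeletal muscle list there was no entry under its symbol in the annotation, and it was left out.

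The scripts were tested on simulated data before use. Of 358 simulated peaks, the 100 placed on control peaks were all recovered, and peaks placed at random in the genes of the control peaks gave an exonic share of 18.5%, against the mean of 18.8% over such placements. The other simulated peaks were chosen, and the placements made, with the same code, so an error shared by both steps would not show. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0 were used. Alternatives were a score of at least 100, other overlap rules, merging of neighbouring peaks, other TSS distances, protein-coding genes only, any base of the peak in place of its midpoint, the central 200 bp for the motif, and other random backgrounds.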

Results

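ChIP-seq peak lists of c-Myc, a transcription factor that binds E-box motifs, were compared between DLD-1 cells given a control siRNA and DLD-1 cells given an siRNA against GLCC1. The question was whether the loss of this RNA changes where c-Myc is found in the genome. There was 1 library per condition and there were no replicates, so every value below describes 2 libraries and no difference could be set against a spread between experiments. The peak lists give neither the depth of the libraries nor the level of GLCC1, and the read totals that the authors state were not used here.

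The control list held 2352 peaks and the GLCC1 siRNA list 358 peaks, a ratio of 6.57. The control peaks covered 1518078 bp, with widths from 184 to 4019 bp and a median of 543 bp. The GLCC1 siRNA peaks covered 156653 bp, with widths from 194 to 1193 bp and a median of 431 bp, which made the covered length 9.69 times greater in the control list. The authors' MACS score (−10 log10 of the p-value) ran from 50 to 3100 in the control list, with a median of 84.0. In the GLCC1 siRNA list it ran from 50.3 to 339.7, with a median of 62.25. The largest change in these counts came with a score of at least 100, which left 911 control peaks and 6 GLCC1 siRNA peaks.

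**Figure D1:**
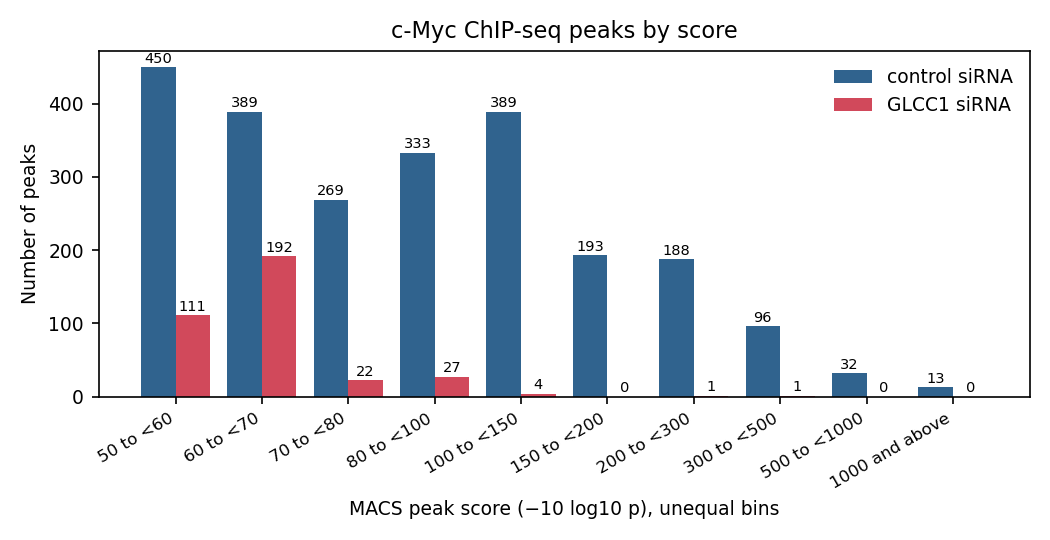
Number of c-Myc ChIP-seq peaks (vertical axis) in bins of the MACS peak score of unequal width (horizontal axis, −10 log10 of the p-value), for the control siRNA library (blue) and the GLCC1 siRNA library (red), with the count above each bar. The control list holds 911 peaks with a score of at least 100 and the GLCC1 siRNA list holds 6.

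Control peaks and GLCC1 siRNA peaks seldom lay at the same place. Of the 2352 control peaks, 9 shared at least 1 bp with a GLCC1 siRNA peak, a share of 0.383% (95% confidence interval 0.175 to 0.725%). The random placements gave a mean of 0.344 such peaks and at most 3. From the other side, 9 of the 358 GLCC1 siRNA peaks overlapped a control peak, a share of 2.51% (1.16 to 4.72%). Thus 2343 peaks were found only in the control list and 349 only in the GLCC1 siRNA list, and the smaller list was not a subset of the larger one. When the control list was limited to its 358 peaks with the highest scores, 3 of them overlapped a GLCC1 siRNA peak (0.838%, 0.173 to 2.43%), the largest change in the control share under the alternatives tried. With a score of at least 100 in both lists, 3 of 6 GLCC1 siRNA peaks overlapped a control peak.

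Control peaks were then split by score into 4 equal groups of 588, to see whether the peaks that were not found with the GLCC1 siRNA were the weak ones. The highest quartile (scores from 138.2 to 3100) held 4 overlapping peaks (0.680%, 0.186 to 1.73%), the second 3, the third 2, and the lowest quartile 0 (0 to 0.625%). The intervals of the highest and the lowest quartile overlapped, so no difference between them was detectable with these numbers. With quartiles of peak width instead, the lowest quartile held 4 overlapping peaks (0.680%) and the highest held 2 (0.340%), which turned the order around.

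The highest score in the control list, 3100, belonged to a peak at chr5:11409–11887 (hg19), outside named genes. The second, 2490.8, was at chr7:61968534–61969725, also outside named genes and 1376 bp from an assembly gap. Only gaps of at least 50 kb were considered for such distances, so a smaller gap near any of these peaks is not excluded. The third, 2283.5, was at chr4:155504365–155508383 in FGA, a peak of 4019 bp with its midpoint in an intron and 81.2% of its bases in exons of protein-coding genes. The fourth, 2076.8, was at chr16:72093960–72094905 in coding exon 7 of 7 of HP. The fifth, 1563.3, was at chr1:159681890–159683991 in the 3′ UTR of CRP, in exon 2 of 2. In the GLCC1 siRNA list, the highest score, 339.7, was at chr7:61968515–61969707 and overlapped the second control peak. It was followed by chr2:33141416–33141660 in an intron of the noncoding gene LINC00486 (210.0), chr1:121484362–121485463 outside named genes and at the edge of an assembly gap (125.7), chr3:48625094–48625294 in COL7A1, with its midpoint in an intron and 34.3% of its bases in exons (110.5), and chr9:116411–116672 in the 3′ UTR of the single exon of FOXD4 (105.6). The peaks at chr7, LINC00486 and chr1 were each among the 9 places shared by both lists. The other shared places, looked up only after the overlap was counted, were a second site at chr7:61970098–61970611, a site outside named genes at chr11:119614672–119614940, and sites in MT2A, EEF2, QDPR and RPL12.

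Peak positions relative to genes were compared because c-Myc is described at promoters. In the control list 17.4% of peak midpoints lay within 1 kb of a TSS (410 of 2352, 15.9 to 19.0%), against a mean of 5.47% at random positions. Exons held 75.8% (74.0 to 77.5%, random 3.63%), introns 5.10% (random 55.9%) and the rest of the genome 1.66% (random 35.0%). In the GLCC1 siRNA list 22.1% lay within 1 kb of a TSS (79 of 358, 17.9 to 26.7%, random 5.42%), 28.8% in exons (24.1 to 33.8%, random 3.59%), 34.6% in introns (random 56.1%) and 14.5% elsewhere (random 34.9%). The shares near a TSS had overlapping intervals in both lists, whereas the exonic and intronic shares had intervals that were far apart. The widest change came from a TSS distance of 5 kb, which put 50.4% of control and 46.1% of GLCC1 siRNA midpoints near a TSS. When only the TSSs of protein-coding genes were used, the shares within 1 kb were 6.46% (5.50 to 7.53%, random 2.31%) in the control list and 12.3% (9.07 to 16.2%, random 2.23%) in the GLCC1 siRNA list, and these intervals did not overlap.

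**Figure D2:**
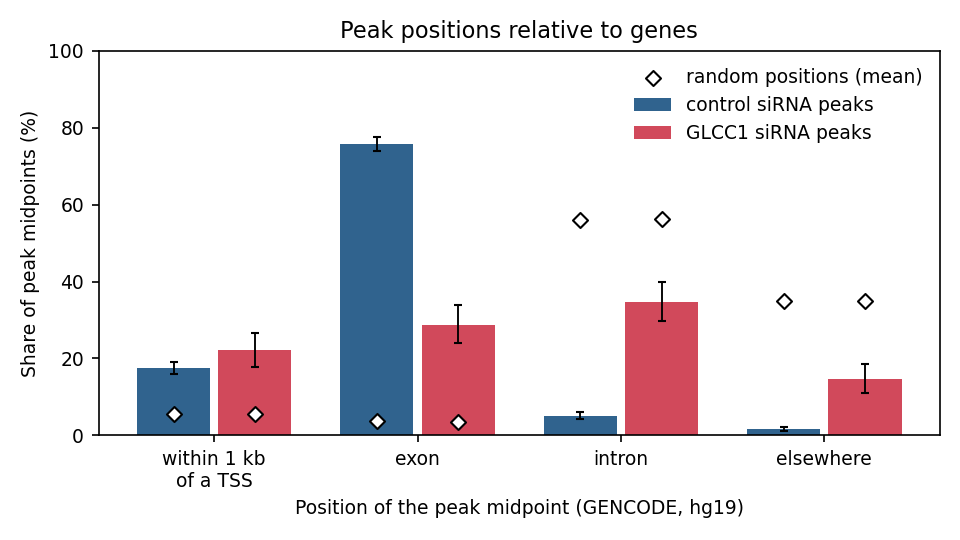
Share of peak midpoints (vertical axis, %) within 1 kb of a TSS, in exons, in introns or elsewhere (horizontal axis) for the control siRNA list (blue) and the GLCC1 siRNA list (red), with exact 95% confidence intervals as error bars and the mean of 1000 random placements as diamonds. Exons hold 75.8% of control midpoints and 28.8% of GLCC1 siRNA midpoints, against 3.63% and 3.59% at random positions.

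Genes were then assigned to the peaks found only in the control list, with the distance limit that the study used. A TSS of 4706 genes, 2433 of them protein-coding, lay within 20 kb of such a peak, and 2003 of the 2343 peaks (85.5%) had a TSS within that distance. After genes with a GLCC1 siRNA peak within 20 kb were removed, 4636 genes were left. The distance limit moved this count most, with 434 genes at 1 kb.

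LDHA and EIF4G2, the genes that the study took forward, each had 1 control peak and 0 GLCC1 siRNA peaks within 20 kb of a TSS. LDHA (chr11:18416107–18429972, plus strand, 8 exons) held its control peak at chr11:18428638–18429375. This peak was 738 bp wide with a score of 446, rank 64 in the control list, and its midpoint lay in the 3′ UTR in exon 8 of 8, 12897 bp downstream of the canonical TSS. It covered 712 of the 1309 bp of that exon. EIF4G2 (chr11:10818597–10830487, minus strand, 22 exons) held its control peak at chr11:10818647–10819449, 803 bp wide with a score of 260.2 and rank 183. This midpoint also lay in the 3′ UTR, in exon 22 of 22 and 11425 bp downstream of the canonical TSS, and the peak covered 782 of the 828 bp of the exon. No peak of either list lay within 1 kb of a TSS of these genes. For the LDHA promoter the study also reported ChIP with real-time PCR and a luciferase reporter, both lower with GLCC1 siRNA. Those experiments were not examined here. The TSS nearest to the LDHA peak belonged to another gene, without a symbol, at 1851 bp, and the TSS nearest to the EIF4G2 peak was that of SNORD97 at 4107 bp. MYC itself (chr8:128747680–128755197) had 0 peaks within 20 kb of a TSS in both lists.

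Several peaks fell in the same gene in the control list. Of the named protein-coding genes, 2068 held at least 1 control peak, 326 at least 2 and 66 at least 3. The genes with the most were ALB (chr4:74262831–74287199) with 9 peaks, KRT8 (chr12:53290971–53343738) with 6, TF (chr3:133464884–133515485) with 6, C3 (chr19:6677715–6730573) with 6 and SERPINA1 (chr14:94843084–94857030) with 5. All 9 peaks in ALB, all 6 in TF and all 5 in SERPINA1 overlapped an exon, as did 5 of the 6 in KRT8 and 5 of the 6 in C3. Each of these genes had 0 GLCC1 siRNA peaks.

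**Figure D3:**
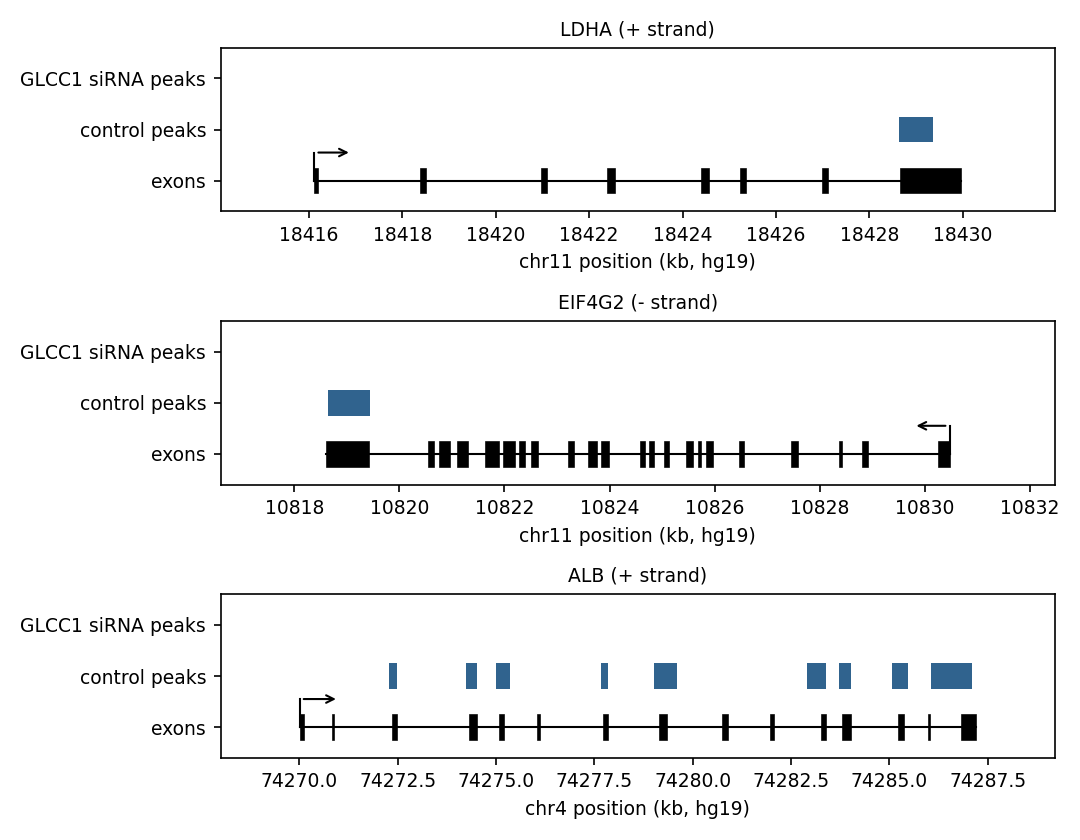
Maps of LDHA, EIF4G2 and ALB (horizontal axis, position in kb on hg19) with the exons of the canonical transcript (black boxes), its start and direction (arrow), control siRNA peaks (blue) and GLCC1 siRNA peaks (red, 0 in these genes). The single control peak of LDHA lies on exon 8 of 8, that of EIF4G2 on exon 22 of 22, and the 9 control peaks of ALB each overlap an exon.

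Inside protein-coding genes, 89.5% of the bases of the 2018 control peaks there lay in exons (bootstrap 95% interval 88.5 to 90.5%), against a mean of 18.8% and at most 20.7% when the peaks were moved at random within the same genes. For the 222 GLCC1 siRNA peaks the exonic share was 37.7% (33.2 to 42.5%), against a mean of 14.7% and at most 20.2%. Without peaks within 1 kb of a TSS the shares were 91.4% and 35.8%, against 17.6% and 11.4% at random. With a score of at least 100, the share was 89.7% over 736 control peaks, against a mean of 19.7% at random. Over the 3 GLCC1 siRNA peaks left at that score it was 57.1%, the largest change seen here, against a random mean of 46.1% (22.6 to 88.8%), so no excess over random was detectable for them.

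The position of exonic peaks along the spliced transcript was taken for peaks more than 1 kb from any TSS. Of 1730 such control peaks, 1377 (79.6%, 77.6 to 81.5%) lay in the downstream 50% of the transcript, against a mean of 57.6% and at most 62.0% for random exonic positions in the same transcripts. The last exon held 1568 of them (90.6%, 89.2 to 92.0%) and the 3′ UTR held 1371 (79.2%). Of 83 such GLCC1 siRNA peaks, 28 (33.7%, 23.7 to 45.0%) lay in the downstream 50%, against a random mean of 53.1%, and 74 (89.2%) lay in coding sequence.

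**Figure D4:**
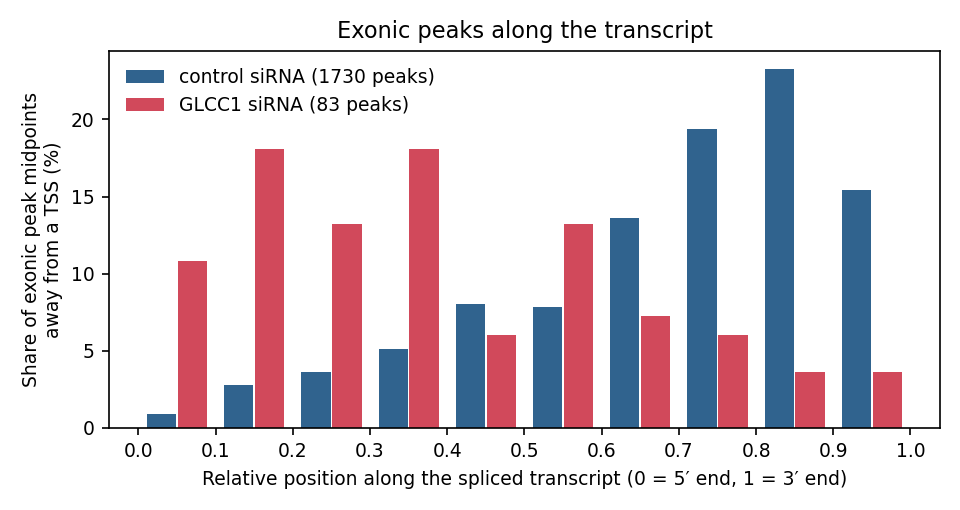
Share of exonic peak midpoints more than 1 kb from a TSS (vertical axis, %) by relative position along the spliced canonical transcript (horizontal axis, 0 at the 5′ end and 1 at the 3′ end) in the control siRNA list (blue, 1730 peaks) and the GLCC1 siRNA list (red, 83 peaks). The control median is at 0.749 and the GLCC1 siRNA median at 0.345.

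The canonical E-box CACGTG was present under 228 of 2352 control peaks, 9.69% (8.53 to 11.0%), against a mean of 6.0% at random positions on the same chromosomes. It was present under 33 of 358 GLCC1 siRNA peaks, 9.22% (6.43 to 12.7%), against 4.14%. The intervals of both lists overlapped, although GLCC1 siRNA peaks were narrower. Random positions within 1 kb of a TSS moved the comparison most, with the motif in 9.02% for the widths of the control peaks, inside the control interval, and in 6.32% for the widths of the GLCC1 siRNA peaks, just below theirs.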

Values the study reported

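The study gave 779 genes whose promoters were bound by c-Myc with the control siRNA and not after GLCC1 knockdown, with a distance limit of 20,000 bp.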

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

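Using the 5′ end of each gene as its TSS, using the gene of the nearest TSS alone, and using GC-matched random positions were chosen only after the data had been seen. No paired analysis was possible because each group held 1 library, and for the same reason leaving out a library was not possible. Of 64 alternative values, 32 stayed within their interval or within 1.5 times the count, and 32 moved. The cause of a move was not tested unless the alternative itself shows it.

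A score of at least 100 left 911 control and 6 GLCC1 siRNA peaks. With it, 50% of the GLCC1 siRNA peaks overlapped a control peak, 16.7% lay within 1 kb of a TSS, 16.7% lay in exons, 16.7% held the E-box and the exonic share was 57.1%, all on at most 6 peaks. The control list gave 21.6% within 1 kb of a TSS, 74.0% in exons and an E-box under 12.8% of peaks. The overlap share of the 358 control peaks with the highest scores was 0.838% from either side. The other overlap rules, merging and the removal of 1 chromosome kept both overlap shares within their intervals, at 0.298 to 0.468% of control and 1.96 to 3.07% of GLCC1 siRNA peaks. With quartiles of width, the lowest quartile kept 0.680%.

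A TSS distance of 5 kb put 50.4% of control midpoints near a TSS and 44.8% in exons, and 46.1% and 17.0% of GLCC1 siRNA midpoints, by construction, since exons near a TSS change class. With protein-coding genes only, the shares near a TSS were 6.46% and 12.3%, and the control share in exons was 80.9%. With any base of the peak, 21.1% of control peaks reached within 1 kb of a TSS and 43.6% of GLCC1 siRNA peaks fell in exons. In each of these settings, and with a score of at least 100 or the 5′ end of each gene, a higher share of control than of GLCC1 siRNA peaks lay in exons, although at that score the GLCC1 siRNA value rests on 6 peaks.

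The count of genes near peaks found only in the control list fell from 4706 to 1696 at 5 kb, to 434 at 1 kb, to 2433 with protein-coding genes only and to 1682 with the gene of the nearest TSS alone. In the central 200 bp the E-box was under 3.23% of control and 4.47% of GLCC1 siRNA peaks, fewer bases being searched. The control share exceeded random positions by 3.70 percentage points, GC-matched positions by 1.77, and positions within 1 kb of a TSS by 0.675, the last with an interval that spans 0. The control exonic share was 90.5% with all annotated genes and 91.4% without peaks within 1 kb of a TSS. With 9 overlapping peaks and 1 library per condition, a difference between quartiles of the size seen here could not be resolved.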

Other observations

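The count with the gene of the nearest TSS alone, the GC-matched positions for the E-box, the comparison of hepatocyte genes between equal numbers of peaks, the distance of shared peaks to assembly gaps and the random check on last exons were chosen only after the results they bear on had been seen. The gene lists and the exonic share were fixed before the data were examined, but after reading the study's own table of genes made from these libraries, so the results for the lists are not independent of that table.

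The number of genes with a TSS within 20 kb of a peak found only in the control list was 4706 here. That is higher than the value quoted from the study above. With the gene of the nearest TSS alone the count was 1682, and by that rule neither LDHA nor EIF4G2 would be assigned its control peak. How genes were assigned to peaks in the study was not tested.

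Control peaks lay mostly on exons, whereas c-Myc is described at promoters. GC content does not account for it, since GC-matched positions in the same genes gave an exonic share of 26.9% where the control peaks gave 89.5%. First exons beside bound promoters do not account for it, since the share was 91.4% without peaks within 1 kb of a TSS. Chromatin that is open or bound evenly along whole transcribed genes would put peaks on introns as well, near the 18.8% of random positions. Uneven binding along genes was not tested. DNA enriched for exons by capture would hit the lists of every tissue alike, but the control peaks hit 20 of 20 genes of the hepatocyte list (83.2 to 100%, random mean 2.23 genes), 50% of the brain list (5 of 10, 18.7 to 81.3%, random mean 1.0) and 0 of 9 genes of the skeletal muscle list (0 to 33.6%, random mean 0.970). The last count is what chance gives. The hepatocyte interval lay above those of the brain and skeletal muscle lists, and this goes against capture, although the lists were chosen after reading the study's table of genes. It did not lie above that of every list, since the macrophage interval (6 of 10, 26.2 to 87.8%) overlapped it. A candidate explanation that remains is DNA made from spliced RNA in the control library: away from any TSS, 79.6% of the exonic peaks lay in the downstream 50% of the spliced transcript, a test that could have come out the other way. The share of exonic bases in last exons does not by itself account for this. Random exonic positions in the same transcripts fell in the last exon in 61.3% of cases and the peaks in 90.6%. Whether peaks favour long exons for another reason, which could also raise the 79.6%, was not tested. The control peaks of LDHA and EIF4G2 are of the same kind, each in the last exon. No control peak lay on the mitochondrial chromosome, but whether that chromosome was part of the alignment is not known. Reads across splice junctions, which would decide the matter, were not analysed here. The GLCC1 siRNA peaks also lay on exons more than GC-matched positions in the same genes did (37.7% against 18.3%), and kept 35.8% without peaks within 1 kb of a TSS against 11.4% at random, so neither GC content nor first exons account for all of it. Away from a TSS they lay mostly in the upstream part of the transcript, and no other explanation was tested for that list.

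The genes under control peaks may point to a tissue. The hepatocyte list was hit in 20 of 20 genes (100%, 83.2 to 100%) by 65 control peaks, where random lists matched on gene length had a mean of 2.23 genes and at most 8. That list was written after reading the study's table of genes from these libraries, so the comparison is not independent of them. The highest scores on its genes ran from 121.8 to 2283.5, and the genes included those of abundant liver proteins, namely ALB, APOA1, SERPINA1, FGA and HP. None of its genes is in another list, and their expression in DLD-1 cells was not measured here. Genes active in any epithelial cell do not account for this, since the colon epithelium list was hit in 25% (5 of 20, 8.66 to 49.1%). Other lists were hit in 6 of 10 genes (macrophage), 5 of 15 (pancreatic islet), 0 of 12 (pancreatic acinus), and, as above, 5 of 10 for brain and 0 of 9 for skeletal muscle. The canonical c-Myc targets, which include LDHA, were hit in 5 of 24, and 1348 of 10000 random lists had as many. Material from liver cells, or a file that belongs to another sample, is thus a candidate source of many control peaks, but hepatocytes alone would not explain all of them, since 13 of 10000 random lists had as many hits as the brain list, 113 as many as the islet list and 0 as many as the macrophage list. In the GLCC1 siRNA list the hits were 0 for every list except brain (2 of 10) and canonical c-Myc targets (1 of 24). For brain 144 of 10000 random lists had as many, above most random lists, and for the c-Myc targets 1622 had as many.

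The near absence of overlap between the lists was weighed against lower sensitivity of the GLCC1 siRNA library. A less sensitive library would keep the strongest peaks, yet of the 358 control peaks with the highest scores 0.838% overlapped a GLCC1 siRNA peak, and 97.5% of the GLCC1 siRNA peaks lay where the control list had no peak. Lower sensitivity is thus not the whole cause, as far as the GLCC1 siRNA peaks are real sites rather than background calls. The order of the score quartiles decides nothing, since their intervals overlapped and quartiles of width turned the order around. In favour of lower sensitivity, 3 of the 6 GLCC1 siRNA peaks with a score of at least 100 (50%, 11.8 to 88.2%) overlapped a control peak. These were the 3 with the highest scores. Those at chr7 and chr1 lay 1357 and 0 bp from an assembly gap of at least 50 kb, so collapsed repeats are not excluded for them. The peak in LINC00486 lay far from any gap of that size. Smaller gaps were not considered, so collapsed repeats are not excluded for it either. Different kinds of material behind the lists is a candidate explanation: the 358 control peaks with the highest scores hit 95% of the hepatocyte list (19 of 20) and the 358 GLCC1 siRNA peaks hit 0 of 20. Random lists had a mean of 0.434 hits by those control peaks and 0.145 by the GLCC1 siRNA peaks, so the 0 on its own is what chance gives. A loss of c-Myc binding with the GLCC1 siRNA, the difference that the design names, would also leave a subset of the control peaks. The 97.5% of GLCC1 siRNA peaks (349 of 358) without a control peak thus argue against loss alone as the whole cause, on the same condition. The median score of that list was 62.25, close to the limit of 50, and the share of background calls in it was not tested. A loss at part of the control sites stays open and was not tested, because each condition had 1 library. An exchange of files, carry-over between libraries and the background used in peak calling also stay open.

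Of the 9 control peaks that overlapped a GLCC1 siRNA peak, 33.3% (3 of 9, 7.49 to 70.1%) lay within 100 kb of an assembly gap of at least 50 kb, against 1.32% (31 of 2343) of the others. Collapsed repeats beside gaps and sites bound in both conditions cannot be told apart for these peaks, because they are few and the other 6 lay farther away.

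The excess of the E-box over random positions may owe something to GC content, but not all of it. GC-matched positions had the motif in 7.92% of cases for the control peaks, below their interval of 8.53 to 11.0%, and in 4.98% for the GLCC1 siRNA peaks, below their interval of 6.43 to 12.7%. The share of 9.02% at positions near a TSS lay within the control interval, so an excess over promoters was not detectable in that list. A biological reading, c-Myc binding at part of the peaks in both lists, stays a hypothesis, since other properties of exons and promoters were not tested.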
